A study of Mus musculus with 24 samples. Its data were reported in "Translational implications of Th17-skewed inflammation due to genetic deficiency of a cadherin stress sensor" (2022).

How the data were processed

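The data are RNA-Seq gene counts from skin of mouse embryos at embryonic day 18.5 (E18.5) that carried 2, 1 or no intact copies of the desmoglein 1 (Dsg1) gene cluster. The genotypes are called WT, HET and KO here, as in the labels. Per the labels, skin was flash frozen, RNA was isolated with a column kit, and poly(A) RNA was made into strand-preserving libraries. The deposited table holds raw counts, which are whole numbers per gene symbol with 1 column for each of 24 libraries. The aligner, the counting program, the genome build, the annotation and the use of strand by the authors were not stated in the labels, the file header or the text at hand. For the data processing the paper refers to its supplement, which was not at hand, so these settings remain unknown here. Genes that share sequence with a close copy, such as the Lce1, Sprr2 and Dsg1 families, therefore have uncertain individual counts. Because the build is unknown, no coordinates are given; chromosome and gene order come from GENCODE vM21 on GRCm38.

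The library titles carry a number and one of 2 title formats, called series 1 (9 libraries) and series 2 (15 libraries). All 9 numbers of series 1 recur in series 2 with the same genotype. Before the data were examined, it was decided to sum libraries that share a number and genotype, which gave 15 columns with 5 replicates per genotype. Replicates are numbered 1 to 5 within a genotype by ascending title number. The meaning of the title number is not given by the labels; its use as the replicate unit was checked on the counts and is reported below. The 24 libraries held 8.98 M to 20.96 M counts (M, mega; median 17.2 M), and the 15 summed columns held 15.3 M to 33.7 M (median 26.8 M). Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. A count of 0 was read as allowing up to 3 counts.

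Of 54087 gene symbols, 18384 had no count in any library. The filterByExpr function of edgeR kept 17094 genes, which held 99.9% of counts. Counts were scaled by TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates and all 3 genotypes in one fit, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p of 0.1 or below and an absolute log2 fold change of 1 or above, which are the thresholds the study states. Standard errors (SE) were taken from the fold change and its F statistic. Values per column are CPM, counts scaled to the TMM-adjusted library size. The Dsg1 genes were summed and compared on log2(CPM + 1) with a two-sided exact permutation test.

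A total of 13 gene lists were fixed before the data were examined: junction, cornified envelope, stress keratins, named inflammatory genes, IL-17 response, IL-4 and IL-13 response, interferon response, ERBB ligands, neutrophil, skeletal muscle, erythroid, hair follicle and cell cycle. They were compared with camera (limma 3.58.1, preset correlation 0.01), adjusted over the 13 lists, beside camera with an estimated correlation and fry. The junction and named inflammatory lists hold genes that the study discussed from data that include these libraries. Neither the tests of these lists nor the counts adjusted over the list alone are therefore independent evidence for them. Some lists overlap: Slpi, Lcn2, S100a8, S100a9, S100a7a, Cxcl1, Cxcl2 and Il36g are in both the inflammatory and the IL-17 list, Cxcr2 is in both the inflammatory and the neutrophil list, and Sprr1a, Sprr1b, Sprr2d and Sprr2h are in both the stress keratin and the cornified envelope list. Il36g and Il36a appear in the table under the older symbols Il1f9 and Il1f6. Besides list genes, the text names for each comparison up to 5 genes higher and 5 lower with the largest absolute fold change among called genes with a mean of 20 or more counts no overlap in CPM between the groups, and no place in a list. Of the genes this rule picks, 1 is not reported here. Genes outside this rule are said to be chosen after their values were seen.

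The scripts were tested on simulated counts with 200 genes changed 4-fold in KO. The edgeR test recovered 199 of 200 with 5 false calls, over 16924 genes, and called 0 genes HET vs WT. DESeq2 recovered 199 with 9 false calls over 17094 genes, and limma-voom 199 with 6 false calls over 16924. Camera called the 1 raised list and 0 of 12 random lists.

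The same libraries enter KO vs WT and HET vs WT, so the share of genes with the same sign was set beside 100 simulations with an unchanged HET group. Other splits of the 10 columns of a comparison into 5 and 5 were refitted, 100 of 126 drawn with the real one included. Alternatives fixed beforehand were series 1 or series 2 alone, 24 separate libraries, limma-voom with title series and number, covariates for presence in both series, Y-linked genes and skeletal muscle, DESeq2 1.42.0, RLE factors, total count scaling and a pseudocount of 0.1 CPM for the Dsg1 sum, no filter or a mean of at least 50 counts, fits of 2 genotypes, an adjusted p of 0.05, and leaving out each replicate. Added after the data were seen were the Lce1 sum without each replicate and 3 further alternatives: number 35 kept as 2 WT columns, a covariate from 8 dermal fibroblast genes, and a covariate from the slope of expression on transcript length in each column. Transcript lengths were those of the longest transcript per symbol, found for 86.6% of the tested genes.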

Results

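Skin RNA-Seq counts were obtained from WT, HET and KO embryos at E18.5. The KO allele lacks the tandem Dsg1 genes, which encode desmoglein 1, a cadherin of the desmosomes that join keratinocytes. There were 8 WT, 8 HET and 8 KO libraries with 8.98 M to 20.96 M counts each. Summed by title number, each genotype had 5 columns: WT columns held 19.5 M to 33.7 M counts, HET columns 15.3 M to 29.8 M and KO columns 20.7 M to 33.6 M. The 10 most counted genes took 10.6% to 13.9% of the counts of a column.

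The number in the library titles was first examined as the replicate unit. In 8 of the 9 numbers with 2 libraries, the counts of the 2 libraries differed little, with a chi-square per degree of freedom of 1.59 to 1.86 over genes with a mean of 10 or more counts. For pairs of different numbers within a series the median was 28.8 (range 9.18 to 119). The correlation of log2 CPM across genes, which are not independent replicates, ranked the library of the same number first for 16 of 18 libraries. The exception was number 35 (WT replicate 2), with a chi-square per degree of freedom of 15.6. Its series 1 library had 338 CPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and 0.275 CPM of Xist, whereas its series 2 library had 0.157 CPM and 574 CPM. The other 8 numbers were on one side of Xist and the Y-linked genes in both libraries. The summed column of number 35 was kept as planned, and keeping its libraries apart is among the alternatives.

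Counts of the targeted genes were compared first. Dsg1c, Dsg1a and Dsg1b lie next to each other on chromosome 18, between Dsc1 and Dsg4. Their summed level was 806 ± 112 CPM in WT, 422 ± 51.5 CPM in HET and 0.548 ± 0.343 CPM in KO (mean ± SD, n = 5 each), so that HET had 52.3% and KO 0.0680% of the WT mean. All 5 KO and all 5 HET columns lay below all WT columns (exact permutation test, two-sided p = 0.00794 for each, the smallest that 252 arrangements allow). Individual KO columns held 2 to 30 counts of the 3 genes. Dsg1a made up 89.8% of the sum in WT. Dsg1c had 5 to 18 counts per WT column and 0 in all KO columns, and was at least 3.73-fold lower in KO. The split of reads among the 3 near-identical genes is uncertain.

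**Figure D1:**
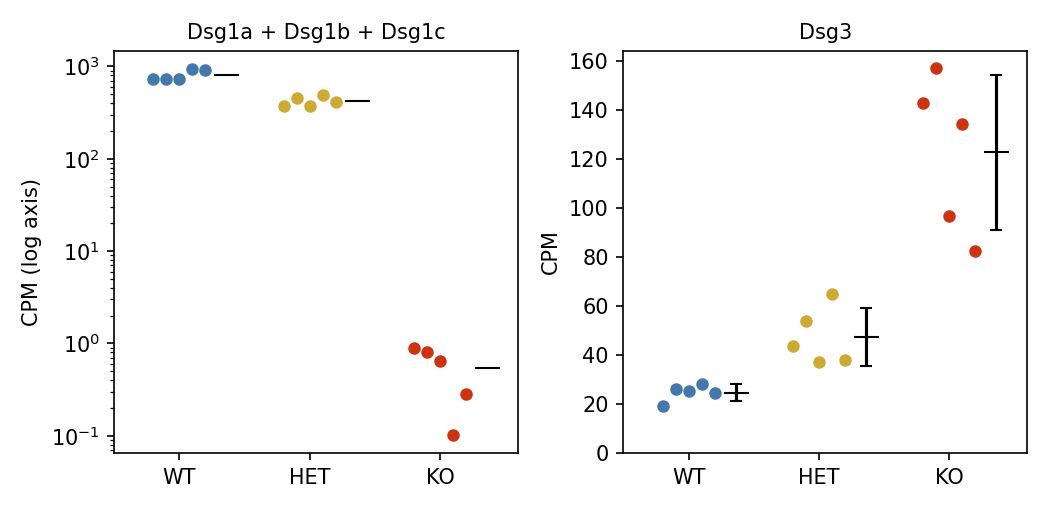
Summed CPM of the 3 Dsg1 genes (left, log axis) and CPM of Dsg3 (right, linear axis) in the 15 summed columns, with 5 points per genotype; dashes show means and, at right, bars show SD. Dsg1 fell from 806 CPM in WT to 422 in HET and 0.548 in KO, while Dsg3 rose from 24.6 to 47.4 and 123 CPM.

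The comparison of KO with WT asked which transcripts change when Dsg1 is lost. With the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment, 23 genes were higher and 32 lower in KO among 17094 tested. Without a limit on fold change, 105 genes were higher and 92 lower at an adjusted p of 0.1 or below. An unadjusted p below 0.05 was found for 3296 genes, where 855 would be expected by chance. The groups did not overlap for 44 of the 55 called genes. Log2 fold changes rose with transcript length across 14799 genes, which are not independent replicates (Spearman's correlation 0.221). Over all tested genes 3.37% did not overlap, against 0.794% by chance. The count of calls rose most without KO replicate 5 (113 higher and 127 lower) and fell most in series 1 alone (1 higher and 2 lower). Series 2 alone gave 32 higher and 39 lower, 45 of them shared with the 55. With 24 libraries treated as separate samples it was 126 higher and 95 lower, and without WT replicate 2 it was 8 higher and 12 lower.

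Beyond Dsg1a and Dsg1b, Dsg3 had the smallest adjusted p among the junction genes. It rose from 24.6 ± 3.27 CPM in WT to 123 ± 31.7 in KO (SD, n = 5 each), a log2 fold change of 2.31 (SE 0.19, adjusted p = 1.4e-05), and was higher in 5 of 5 KO columns than in all WT columns. Dsc1 rose by 0.64 (adjusted p = 0.0915), under the fold limit. Dsg4 (1.66, adjusted p = 0.102) and Dsg2 (0.65, adjusted p = 0.107) did not reach an adjusted p of 0.1, and reached it under 11 and 8 of 25 alternatives. Dsg4 averaged 1.16 CPM in WT and 3.72 CPM in KO.

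Among differentiation genes, Krt16 was 24.9 ± 8.14 CPM in WT and 285 ± 166 in KO (SD, n = 5 each), a log2 fold change of 3.52 (SE 0.60, adjusted p = 0.0333). Rptn (3.4, adjusted p = 0.0231) and Sprr1b (2.99, adjusted p = 0.0171) were also called, and Ivl rose by 0.76 (adjusted p = 0.0231), under the fold limit. Flg (0.70, adjusted p = 0.107), Krt1 (0.32, adjusted p = 0.216), Krt10 (0.23, adjusted p = 0.352) and Lor (0.08, adjusted p = 0.886) were not called, and Lor was lower (-0.27) without KO replicate 2. The tested Lce1 genes, 14 in all, were all lower, by log2 fold changes of -2.65 to -1.38, but none passed the threshold over all genes (adjusted p 0.102 to 0.341). Their summed level was 3673 ± 491 CPM in WT and 798 ± 912 in KO (SD, n = 5 each), 21.7% of WT (exact permutation p = 0.00794, two-sided). Without KO replicate 2, the highest KO column, the sum was 11.2% of WT. The HET sum was 3269 CPM (exact permutation p = 0.389, n = 5). This sum was formed after the values of the single genes were seen.

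**Figure D2:**
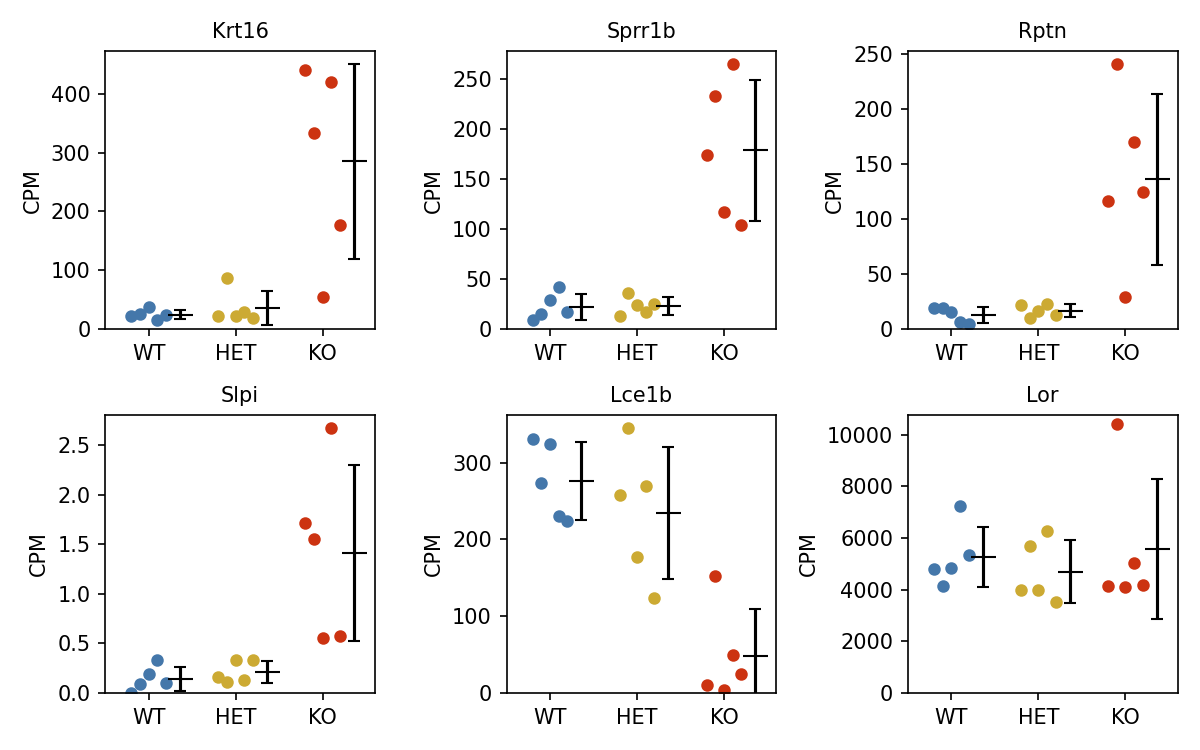
CPM of 6 genes in each of the 15 summed columns, 5 points per genotype on linear axes from 0, with the mean as a dash and SD as a bar. Krt16, Sprr1b, Rptn and Slpi were higher in KO, Lce1b was lower, and Lor overlapped between genotypes.

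Among the named inflammatory genes, Slpi (3.21, adjusted p = 0.0231), Cxcr2 (2.31, adjusted p = 0.0891) and Lcn2 (2.03, adjusted p = 0.0978) were called. S100a8 (1.71, adjusted p = 0.102) and S100a9 (1.73, adjusted p = 0.109) fell short of the threshold, as did Il1b (1.46, adjusted p = 0.175) and Il1a, which was lower (-2.06, adjusted p = 0.113). Slpi averaged only 0.141 CPM in WT and 1.41 CPM in KO. Without KO replicate 4, the fold change of Krt6a dropped from 3.13 to 1.17, that of Lcn2 to 1.37, that of Cxcr2 to 1.67 and that of Il1b to 0.77. Cxcl1 and Cxcl2 were too low to be tested, with 111 and 44 counts in all columns together, of which 62 and 29 were in KO replicate 4.

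Of the genes outside the lists, the 5 largest increases by the rule were Skint11 (1.97), Teddm3 (1.61), Cyp3a13 (1.29), Pla2g4e (1.28) and Fosl1 (1.24), with adjusted p of 0.0633, 0.00770, 0.0405, 0.0297 and 0.0740. The decreases named by the rule were Lnx1 (-2.35), Tmem56 (-2.05), RP23-136M7.2 (-1.99) and Gm94 (-1.80), with adjusted p of 0.0978, 0.0184, 0.0171 and 0.0171.

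For the 13 lists, camera gave an adjusted p of 0.1 or below for 6 in KO vs WT. The junction list, with a median log2 fold change of 0.33 and 22 of 23 members higher, had an adjusted p of 4.0e-11. Of its members, 2 had an adjusted p of 0.1 or below over all genes and 17 when adjusted over the list alone. The stress keratins (median 2.25, 7 of 8 higher) had an adjusted p of 3.0e-07, the IL-17 response (0.94, 11 of 11 higher) of 2.2e-06, the named inflammatory genes (1.71, 8 of 9 higher) of 0.000147, the neutrophil list (0.81, 10 of 13 higher) of 0.0142 and the erythroid list (0.54, 7 of 8 higher) of 0.0354. With fry, the first 5 of these kept an adjusted p of 0.1 or below (0.0213 for all but the named inflammatory genes, at 0.0507), and the erythroid list did not (0.424). With an estimated correlation none of the 13 did, the smallest adjusted p being 0.128. Adjusted over the list alone, 7 stress keratins, 7 inflammatory genes, 6 IL-17 genes and 4 neutrophil genes passed, against 2, 3, 2 and 1 over all genes. The IL-17 list held 24 genes, of which 11 had enough counts to be tested. Cxcl1, Cxcl2, Cxcl3, Cxcl5 and Saa3 were among those left out. Slpi, Lcn2, S100a7a, S100a8, S100a9 and Il1f9 were tested in both the IL-17 and the inflammatory list.

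The cornified envelope list (median 0.29, camera adjusted p = 0.354) had 20 members higher and 11 lower. Adjusted over the list alone 22 of its 31 members passed, against 3 over all genes, and the mixed form of fry, which allows both directions, gave an adjusted p of 5.5e-09. No shift was found for the IL-4 and IL-13 response (0.34, adjusted p = 0.354), the interferon response (-0.09, 0.837), the ERBB ligands (0.69, 0.156), skeletal muscle (-0.12, 0.354), hair follicle (0.10, 0.336) or cell cycle (-0.04, 0.580) lists. Of these, 4 ERBB ligands passed when adjusted over the list alone, and 0 over all genes. At an unadjusted p below 0.05 there were 4 ERBB ligands, 2 IL-4 and IL-13 genes, 2 interferon genes, 1 hair follicle gene, 0 muscle genes and 0 cell cycle genes.

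**Figure D3:**
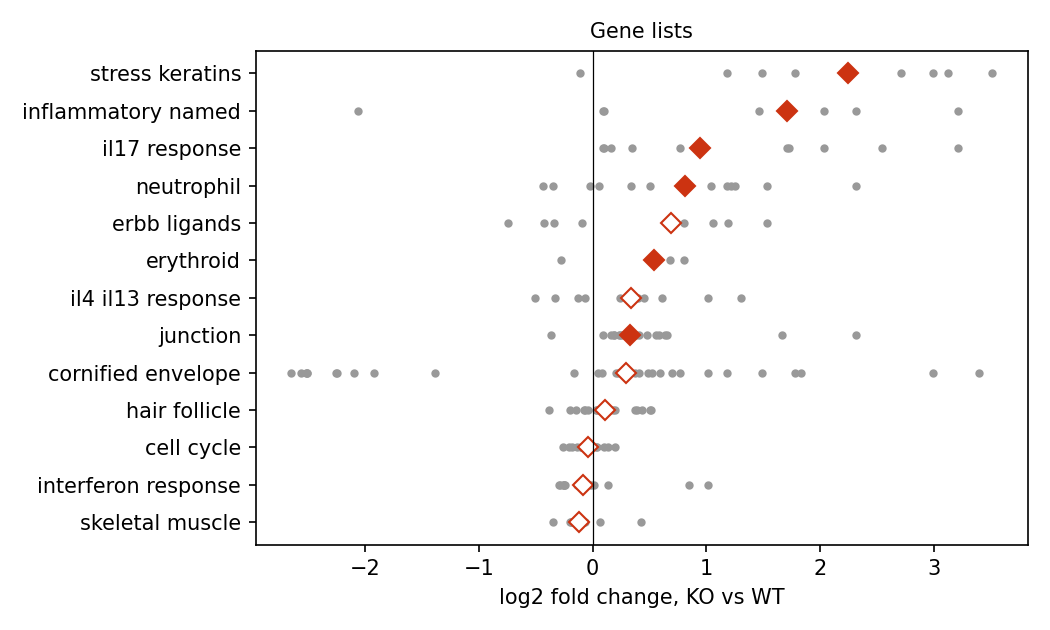
Log2 fold change KO vs WT of each tested member (grey points) and the median (diamonds) of the 13 lists; filled diamonds have a camera adjusted p of 0.1 or below. The largest median was that of the stress keratins, 2.25, and the junction list had 22 of 23 members above 0.

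HET was compared with WT to ask whether losing a single copy changes transcripts. No gene was called, and none had an adjusted p of 0.1 or below; 270 genes had an unadjusted p below 0.05, where 855 would be expected by chance. The smallest adjusted p was 0.135, for Dsg1b (-0.92, SE 0.14). Dsg1a was -0.94 (adjusted p = 1.00, unadjusted 0.000517). Dsg3 was 0.94 (SE 0.19) with an adjusted p of 1.00 and an unadjusted p of 0.000131, and its mean was 47.4 ± 11.8 CPM (SD, n = 5). Under 25 alternatives, an adjusted p of 0.1 or below was reached 8 times by Dsg1b (range 2.7e-05 to 0.791), 4 times by Dsg1a (1.1e-06 to 1.00) and 3 times by Dsg3 (0.00728 to 1.00). For Dsg3 these were DESeq2, limma-voom and the 24 separate libraries. All 5 HET columns were above all WT columns for Dsg3 (exact permutation p = 0.00794, two-sided). Of the 13 lists only the neutrophil list had a camera adjusted p of 0.1 or below (0.0412), and neither fry (0.841) nor an estimated correlation (0.168) kept it.

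Of the 55 genes called KO vs WT, 40 changed in the same direction in HET vs WT, or 72.7% (95% Wilson interval 59.8% to 82.7%). Simulations with an unchanged HET group against the same WT columns gave a median of 72.1% (95% range 67.3% to 76.2%), and 42 of 100 were at or above the observed share. The median HET change was 0.0898 of the KO change, below the 0.146 (95% range 0.112 to 0.182) that the simulations gave with an unchanged HET group, of which 100 of 100 were at or above it. The simulations called a median of 327.5 genes, more than observed. HET vs WT, they gave a median of 777.5 genes at an unadjusted p below 0.05, against 270 observed. Since the simulations differ from the data in these ways, the 2 comparisons cannot decide whether HET was changed.

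KO was compared with HET as a contrast between skin without Dsg1 and skin with a remaining copy. The edgeR test with Benjamini-Hochberg adjustment called 14 genes higher and 17 lower, and 2742 genes had an unadjusted p below 0.05. Of these 31 genes, 27 were also called KO vs WT, all in the same direction. Dsg3 was 1.37 higher (SE 0.19, adjusted p = 0.0103), Krt16 3.0 (adjusted p = 0.0877) and Rptn 3.01 (adjusted p = 0.0572). By the rule the text names Sprr2b (3.23), Teddm3 (1.46), Gjb2 (1.23), Pla2g2d (1.08) and Chit1 (1.08) as higher, with adjusted p of 0.0797, 0.0202, 0.0171, 0.0523 and 0.0933. Tmem56 (-2.02), RP23-31C9.5 (-1.83), RP23-136M7.2 (-1.79), Gm94 (-1.64) and Nfe2 (-1.63) were lower, with adjusted p of 0.0419, 0.0634, 0.0474, 0.0474 and 0.0545. Camera gave an adjusted p of 0.1 or below for the junction (1.0e-10), stress keratin (3.2e-09), IL-17 (4.8e-05), inflammatory (0.00153) and erythroid (0.0229) lists. With fry, the junction (0.0566), stress keratin (0.0271) and IL-17 (0.0975) lists passed.

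Embryos with numbers in both series were set against those in series 2 alone. Only series 2 libraries were used for this, 1 per number, and not the summed columns. The 9 numbers that also had a series 1 library (3 per genotype) called 3 genes KO vs WT: Dsg1a, Dsg1b and Dsg3. All 3 had the same sign in the 6 other numbers (2 per genotype), where Dsg3 was 2.30 against 2.37. Of 27 genes with an unadjusted p of 0.001 or below in the 9 numbers, 25 had the same sign in the 6 (92.6%, 95% Wilson interval 76.6% to 97.9%). Across 15200 genes, 69.1% had the same sign and Spearman's correlation was 0.492.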

Values the study reported

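For its independent E18.5 data set, the one analysed here, the study reported 107 genes significantly upregulated and 91 significantly downregulated in Dsg1-null animals against wild type, at an FDR of 0.1 or below and a log2 fold change of 1 or above. For its other E18.5 data set, not used here, it reported 434 upregulated and 277 downregulated genes.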

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

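Apart from the alternatives fixed beforehand, tests in this part were chosen only after the result was seen. In 186 groups of 5 columns, each a gene, a list score, the Dsg1 sum or the total count within a genotype, 11 had a highest or lowest column whose gap to its neighbour took an unusually large part of the range of the group. About 1 in 20 groups, or 9.3, would do so by chance, so most of these gaps need no explanation.

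WT replicate 4 accounted for 4 of the 11. It was the highest WT column for the inflammatory score (gap 0.7101 of the range), S100a8 (0.787), S100a9 (0.741) and Nfe2 (0.848). Low depth is argued against, since this column held 27.8 M counts. Its erythroid score was 6.99, the highest of the WT columns, of which the others ran from 5.37 to 6.57, so more blood cells in this sample could have contributed, but 1 column cannot decide it. No biological explanation was tested.

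KO replicate 2 was the highest KO column for Lor (0.782) and Krt10 (0.827). Low depth is argued against by its 28.7 M counts. No biological explanation was tested. Without this column Lor was lower in KO than in WT (-0.27).

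The remaining 5 gaps fell in 4 columns: the skeletal muscle score in HET replicate 1 (0.712), Krt6a (0.720) and Pla2g4e (0.795) in HET replicate 2, Lcn2 in HET replicate 3 (0.890) and Krt6b in WT replicate 3 (0.819). No explanation was tested for them.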

How the results depend on the processing

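The covariates for dermal fibroblast genes and transcript length, and number 35 kept as 2 columns, were chosen after seeing the data, as were the fits of the Lce1 sum without 1 replicate. No paired analysis was possible because title numbers are not shared between genotypes. All alternatives fixed beforehand were run, but some low-count genes were not tested under every setting. Where a change is given below without a reason, the cause was not tested.

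The junction list (median 0.23 to 0.43), the stress keratins (1.35 to 2.53) and the IL-17 response (0.55 to 1.72) kept their direction under all 25 alternatives. These lists also kept a camera adjusted p of 0.1 or below. The same held for Dsg1a, Dsg1b and Dsg3 (2.16 to 2.43) with the edgeR, DESeq2 or limma tests. The size of the list shifts varied. Without KO replicate 4 the stress keratin median was 1.48, and without KO replicate 2 that of the IL-17 response was 0.65. The number of calls did not hold.

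For KO vs WT, 23 genes were higher and 32 lower. The counts were 11 and 14 at an adjusted p of 0.05, 1 and 2 in series 1 alone, which has fewer samples, 126 and 95 with 24 separate libraries, which counts the same embryo more than once, 55 and 89 with limma-voom, 12 and 17 with the Y-linked covariate, 99 and 91 with DESeq2, 6 and 9 with only the 2 genotypes, 8 and 16 with the dermal covariate, 13 and 12 with the length covariate, and 57 and 81 with number 35 apart. The lower genes alone moved to 20 with the covariate for presence in both series, 72 with the muscle covariate and 21 at a mean of at least 50 counts. Leaving out 1 replicate gave 8 (WT replicate 2) to 113 (KO replicate 5) higher and 10 (KO replicate 1) to 127 (KO replicate 5) lower. DESeq2 shared 53 of the 55 genes, 24 separate libraries 47 and limma-voom 43.

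For KO vs HET, 14 genes were higher and 17 lower. The counts were 4 and 6 at an adjusted p of 0.05, 1 and 2 in series 1, 73 and 106 with 24 separate libraries, 25 and 67 with limma-voom, 42 and 84 with DESeq2, 1 and 2 with only the 2 genotypes, 4 and 3 with the dermal covariate and 2 and 2 with the length covariate. The higher genes alone moved to 9 with the covariate for presence in both series and 8 at a mean of at least 50 counts, and the lower to 52 with the muscle covariate and 26 without a filter. Leaving out 1 replicate gave 4 (HET replicate 1) to 44 (KO replicate 5) higher and 5 (KO replicate 1) to 69 (KO replicate 5) lower. HET vs WT had 0 genes lower, with 270 at an unadjusted p below 0.05, and 0 to 1 when 1 replicate was left out (1 without WT replicate 1).

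In series 1 the log2 difference was -8.91 for Dsg1 summed KO vs WT and -0.97 for Dsg1 summed HET vs WT, each with an exact p of 0.1, the smallest that 3 against 3 allow. The share of same-sign genes in HET was 84.0% at an adjusted p of 0.05.

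With DESeq2, the cornified envelope list (0.30, adjusted p = 0.0883) and the ERBB ligands (0.70, 0.0994) passed the threshold. With only the 2 genotypes the ERBB ligands passed (0.75, 0.0672), and with the length covariate too (0.72, 0.0770), while the dermal covariate reversed them (-0.036). The interferon list passed with the dermal covariate (-0.35, 0.0684) and reversed with the length covariate (0.085). In series 1 the inflammatory list (0.80, 0.149) and the erythroid list (0.41, 0.213) no longer passed, and the hair follicle (-0.31) and cell cycle (0.010) lists reversed. At a mean of at least 50 counts, where fewer genes are tested, the inflammatory (1.70, 0.134) and neutrophil (0.27, 0.427) lists no longer passed, nor did the neutrophil list with limma-voom (0.64, 0.129). The erythroid list did not pass with 24 separate libraries (0.47, 0.152) or the length covariate (0.53, 0.107). The hair follicle list passed with the muscle covariate (0.20, 0.0950) and reversed with the dermal covariate (-0.0751). The cell cycle list reversed with the muscle (0.012) and dermal (0.022) covariates.

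Leaving out 1 replicate gave medians from 0.12 (KO replicate 2) to 0.37 (KO replicate 5) for the cornified envelope, -0.22 (WT replicate 3) to 0.070 (KO replicate 3) for interferon, 0.087 (KO replicate 4) to 0.85 (KO replicate 1) for the ERBB ligands, 0.21 (KO replicate 3) to 0.76 (WT replicate 4) for erythroid, -0.074 (WT replicate 4) to 0.17 (KO replicate 2) for hair follicle and -0.10 (KO replicate 5) to 0.037 (WT replicate 1) for cell cycle. Over all alternatives the camera adjusted p ran from 0.0129 to 0.970 for the cornified envelope, from 0.0196 to 0.531 for the ERBB ligands, from 0.0684 to 0.978 for interferon, from 0.0579 to 0.916 for hair follicle, from 0.000789 to 0.427 for neutrophil, from 0.00356 to 0.273 for erythroid and from 4.7e-06 to 0.149 for the inflammatory list.

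Lor reversed with the muscle covariate (-0.19), and ran from -0.27 (KO replicate 2) to 0.22 (WT replicate 4) when 1 replicate was left out. Il1f9 reversed with the muscle covariate (-0.11) and the dermal covariate (-0.11), and ran from -0.065 (KO replicate 2) to 0.28 (WT replicate 5). Among the named genes, 110 other changes were weaker and 95 stronger outside the fits that left out 1 replicate, and 79 weaker and 43 stronger within them. The Lce1 sum in KO ran from 11.2% (KO replicate 2) to 26.4% (KO replicate 3) of WT when 1 replicate was left out, with an exact permutation p of 0.00794 to 0.0159. Lcn2 missed the threshold under 14 alternatives and Cxcr2 under 13. Among other called genes, Lnx1 missed it under 13 and Skint11 under 11. For KO vs HET, Chit1 missed it under 14 and Sprr2b under 13. In turn, some genes not called reached it, such as Lce1m under 12 and S100a8, Il1a and Flg under 9 each.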

Other observations

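Apart from the splits of the samples and the alternatives fixed beforehand, tests in this part were chosen only after the result was seen. Of 100 splits of the WT and KO columns, the real one included, 2 gave at least as many calls as the genotypes. The same count was 3 of 100 for KO vs HET, and 82 of 100 for the number of unadjusted p-values below 0.05 HET vs WT. For the camera result of each list KO vs WT, splits at least as extreme numbered 2 for the junction list, 3 for the named inflammatory genes, 3 for the IL-17 response, 4 for the stress keratins, 5 for the neutrophil list, 36 for the ERBB ligands, 37 for the IL-4 and IL-13 response, 49 for the erythroid list, 59 for hair follicle, 73 for the cornified envelope, 77 for skeletal muscle, 84 for cell cycle and 93 for the interferon response, each of 100. For the neutrophil and erythroid lists, grouping by chance was therefore not excluded.

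A split that exchanged WT replicate 4 and KO replicate 5 gave 113 calls, more than the 55 of the genotypes, with 11 shared. Without a limit on fold change, this split gave 3222 genes at an adjusted p of 0.1 or below, against 197 for the genotypes. It keeps 8 of the 10 columns in place, and 111 of its 113 genes had the same sign between the genotypes. Exchanged labels are argued against, because KO replicate 5 had Dsg1 at 0.0354% of the WT mean. A difference in dermis is argued against as the whole cause. With a covariate from dermal fibroblast genes, the exchanged split still gave 103 calls. These were 49 higher and 54 lower, against 66 and 47 without it. How many of the 113 were among them was not counted. A trend with transcript length could not be told apart from the exchange. The slopes of expression on length fell entirely to either side of it (exact permutation p = 0.00794, n = 5). The gap was narrow, from -0.00980 in WT replicate 2 to -0.00957 in KO replicate 4, beside an SD of 0.079 among WT columns. The genotypes did not separate the slopes (exact permutation p = 0.206, n = 5). With the slope as a covariate, the exchanged split gave 635 calls, 25 genes were called KO vs WT, 22 of them among the 55, and with the dermal covariate 24 were, all among the 55. Neither trend was therefore the whole cause of the calls, although either may account for part of their number. A comparison of length among the called genes alone was void, since only 78.2% of them had a length.

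The junction list stayed higher with the dermal covariate (median 0.32) and with the length covariate (0.23). Of 10000 lists matched for length, 0 had a median as high as the 0.33 of the junction list. A larger share of epidermis would raise basal keratinocyte genes and lower dermal genes, and their medians went that way, at 0.16 for 7 basal genes and -0.19 for 8 dermal genes. Since the list kept its median with the dermal covariate, and a median of 0.23 with the length covariate, neither a larger share of epidermis nor a trend with length is likely to be the whole cause, but either could account for part of the rise. A change in junction transcripts after loss of Dsg1 remains a candidate explanation, found and tested on the same data.

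A single embryo as the source of both libraries of number 35 is argued against by Xist and the Y-linked genes. Xist stood at 0.275 CPM in the series 1 library and at 574 CPM in the series 2 library, the reverse of the Y-linked genes. The summed column WT replicate 2 would then hold more than 1 embryo. The other 8 pairs reached a chi-square per degree of freedom of 1.86 at most, which argues against a difference between the series, and the Y-linked genes stood at 338 CPM in the series 1 library against 0.157 CPM in the other. Whether the library or its label was exchanged was not tested.

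The few Dsg1 counts in KO could be reads carried over between libraries. Xist in libraries with Y-linked expression stood at a median of 0.0777% of its level in the others, and Dsg1 in KO libraries at 0.0778% of the WT mean.

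Dsg3 lies near the altered genes, with Dsg4 between them, and its rise is a candidate effect of the altered allele or of the loss of desmoglein 1 protein. Reads shared with Dsg1 are argued against, since Dsg3 rose by 2.31 while Dsg1 reads were lost. A purely additive effect of the allele on Dsg3 would put HET at the midpoint, 73.6 CPM, and 5 of 5 HET columns were below it, at 37.2 to 64.9 CPM. This argument does not extend to Dsg4, which averaged 1.16 CPM in WT, 2.51 in HET and 3.72 in KO, with overlap between the groups. Other effects of the allele on nearby genes remain open.

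The Lce1 genes fell while Rptn and Krt16 rose. Less epidermis is argued against by Krt10 (0.23). Delayed differentiation as the whole cause is argued against by 6 late differentiation genes, all higher, by 0.051 to 0.70 (median 0.29). Both arguments are weaker without KO replicate 2, where Krt10 rose by 0.12 and Lor was lower (-0.27). Reads moved between copies are argued against by the Lce1 sum, at 21.7% of WT. It was at 11.2% to 26.4% when 1 replicate was left out. Separate control of the Lce1 genes after loss of Dsg1 may be the reason, as a hypothesis.

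KO replicate 4 had the highest level of several inflammatory transcripts. It held 32.9 CPM of S100a8 against 14.8 in the next KO column, 53.3 CPM of Krt6a against 7.03, and 143 of all 154 counts of Cxcl5. Its 10 most counted genes took 11.6% of counts, within the range of the other columns, and it held 20.96 M counts. A few dominant genes and low depth are thus argued against. Its mean log2 level of the dermal fibroblast genes was the lowest of all columns, at 9.58, the next being 10.06 in HET replicate 2. A smaller share of dermis in KO replicate 4 was not tested as the reason and remains open. More neutrophils could not be told apart, since a sum of granule genes was 20.05 CPM against at most 23.8 in the other KO columns and granule transcripts fall as neutrophils mature.

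HET vs WT had fewer small p-values than chance gives. Keeping number 35 apart gave 299 genes at an unadjusted p below 0.05, where 832 would be expected, and fitting only WT and HET gave 441, where 839 would be expected. Neither the summed column nor the spread of the KO columns is thus likely to be the whole cause.

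The genes higher in KO numbered 23 and the genes lower 32, against 105 and 92 without the limit on fold change, 99 and 91 with DESeq2, 126 and 95 with 24 separate libraries and 113 and 127 without KO replicate 5. Of these pairs, the first was below the numbers of the study, and the others were near or above them. Other alternatives stayed below those numbers. Examples are 32 and 39 in series 2 alone, 34 and 37 with RLE factors, 55 and 89 with limma-voom, and 6 and 9 with only the 2 genotypes.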
